# Alterations in tissue microRNA after heat stress in the conscious rat: potential biomarkers of organ-specific injury

**DOI:** 10.1186/s12864-019-5515-6

**Published:** 2019-02-15

**Authors:** Matthew G. Permenter, Bonna C. McDyre, Danielle L. Ippolito, Jonathan D. Stallings

**Keywords:** Heat stress, Heat shock, miRNA, Transcriptomics, Biomarker

## Abstract

**Background:**

Heat illness remains a significant cause of morbidity in susceptible populations. Recent research elucidating the cellular mechanism of heat stress leading to heat illness may provide information to develop better therapeutic interventions, risk assessment strategies, and early biomarkers of organ damage. microRNA (miRNA) are promising candidates for therapeutic targets and biomarkers for a variety of clinical conditions since there is the potential for high specificity for individual tissues and unique cellular functions. The objective of this study was to identify differentially expressed microRNAs and their putative mRNA targets in the heart, liver, kidney, and lung in rats at three time points: during heat stress (i.e., when core temperature reached 41.8 °C), or following a 24 or 48 h recovery period.

**Results:**

Rats did not show histological evidence of tissue pathology until 48 h after heat stress, with 3 out of 6 rats showing cardiac inflammation and renal proteinosis at 48 h. The three rats with cardiac and renal pathology had 86, 7, 159, and 37 differentially expressed miRNA in the heart, liver, kidney, or lung, respectively compared to non-heat stressed control animals. During heat stress one differentially expressed miRNA was found in the liver and five in the lung, with no other modulated miRNA after 24 h or 48 h in animals with no evidence of organ injury. Pathway enrichment analysis revealed enrichment in functional pathways associated with heat stress, with the greatest effects observed in animals with histological evidence of cardiac and renal damage at 48 h. Inhibiting miR-21 in cultured cardiomyocytes increased the percent apoptotic cells five hours after heat stress from 70.9 ± 0.8 to 84.8 ± 2.2%.

**Conclusions:**

Global microRNA and transcriptomics analysis suggested that perturbed miRNA due to heat stress are involved in biological pathways related to organ injury, energy metabolism, the unfolded protein response, and cellular signaling. These miRNA may serve as biomarkers of organ injury and potential pharmacological targets for preventing heat illness or organ injury.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5515-6) contains supplementary material, which is available to authorized users.

## Background

Heat illness is a continuum of disorders caused by hyperthermia, and includes clinical outcomes such as heat cramps, heat exhaustion, heat injury, and heat stroke [1–3]. Excessive physiological strain or heat load in combination with other strains (e.g., work, fatigue, excessive clothing and dehydration) contribute to the onset of heat illness [4, 5]. Heat illness is preventable by proper hydration and cooling, but heat illness remains a significant public health concern. Between 1997 and 2006, an estimated 54,983 exertional heat-related injuries were treated in emergency departments in the United States nationally [6]. Between 1999 and 2009, an average of 658 total heat-related deaths occurred in the United States annually [7]. Improved risk assessments and heat-related injury biomarkers are needed to evaluate heat-related injuries and prevent deaths.

At the cellular level, the in vitro heat shock and stress response is well known [8, 9]. Central to the heat shock response is the activation of the heat shock factor (HSF) transcription factor, leading to the production of heat shock proteins (HSPs), which chaperone misfolded proteins [10–12]. Heat stress inhibits DNA synthesis, transcription, RNA processing, and translation, potentially leading to cell cycle arrest. Excessive heat causes protein denaturation and aggregation with subsequent protein degradation by proteasomes and lysosomes. Additionally, heat stress interferes with energy metabolism, resulting in a decrease in ATP. Our previous modeling studies demonstrate that the heat shock response is initially acute and self-limiting at lower temperatures, due to the negative feedback loop between HSF and HSP [13]. As temperature and exposure times increase, transcriptional and translational efficiency decrease; the negative feedback loop loses efficacy; and HSF activation predominates, leading to a much more persistent activation of the transcription factor.

The in vivo heat stress response at the cellular and systemic levels is not well characterized as the physiological response to hyperthermia [9, 14]. In our recent panomics studies [15, 16], we reported that rats with heat-related cardiac pathology had enriched pathways associated with proteotoxic stress and/or large functional complexes. Cardiac injury coincided with significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [17] associated with oxidative phosphorylation, antigen processing and presentation, and cardiac muscle contractility. The enrichment is consistent with protein folding disorders, mitochondrial dysfunction, and perturbation in cellular energetics. These results are concordant with studies published by Ciryam *et .al* [18], citing proteotoxic stress and protein aggregation as a mechanism for degenerative diseases caused by the unfolded protein response in humans.

In the present study, we investigate microRNA (miRNA) regulators of the transcriptomic and proteomic response to heat stress reported in our previous study. miRNA are approximately 22 nucleotide sequences which epigenetically bind to and predominately negatively regulate mRNA transcription. miRNA may be tissue-specific, making them attractive therapeutic targets for a variety of diseases [19]. We hypothesized that distinct patterns of miRNA expression correspond to heat stress, recovery, and the cardiac and renal pathology observed in our conscious rat model of heat stress. Further, we predicted that mapping these differentially expressed miRNA and their putative mRNA targets to cellular pathways would elucidate potentially novel cellular mechanisms and pharmacological targets for heat illness.

## Methods

### Animal model and tissue collection

In vivo rat experiments were performed at the United States Army Research Institute of Environmental Medicine. Husbandry, exposure to heat, tissue collection, physiological and hematological parameter collection, and histopathologic analysis were conducted as previously described in Rakesh et al. (2013) and Stallings et al. (2014). Briefly, Fischer 344 rats (Charles River Laboratories, Stone Ridge, NY) were heated until their core temperature reached 41.8 °C as measured by implanted telemetry probe (T_c,max_). The animals were euthanized and heart, liver, kidney, and lung tissue were collected at T_c,max_ and 24 and 48 h after recovery (*n* = 6 per cohort). Control animals were placed in an incubator maintained at room temperature, and rats were sacrificed at concurrent time points (n = 6 total). Portions of each tissue were both flash frozen for cryopreservation at − 80 °C in cryovials and also prepared for histology by fixation in 10% formalin and hematoxylin and eosin staining. Tissue pathology was assessed by a board-certified veterinary pathologist.

### Isolation of RNA

Frozen lung, liver, and kidney tissue were placed on dry ice, cut into aliquots with a sterile scalpel on a pre-chilled titanium block, and placed in new pre-chilled tubes. The block was washed with RNase Zap (Ambion, Life Technologies, Grand Island, NY) between samples. While working on dry ice, whole tissues (~ 25 mg) from the lung, liver, heart, and kidney were cut from each sample and placed in 700 mL of QIAzol Lysis Reagent. Samples were homogenized with a TissueLyzer LT (Qiagen, Valencia, CA) for 5 min at 25 Hz twice, allowed to sit at room temperature for 5 min, and then placed at − 80 °C.

We homogenized heart tissue with a Spex 6750 Freezer Mill with three sample microvials (Spex SamplePrep, Metuchen, NJ). Approximately 1 cm^3^ of heart tissue was excised, dipped into liquid nitrogen, and then placed into pre-assembled and pre-chilled microvials containing 200 μL of QIAzol. An impactor was added to each microvial, securely capped, and placed in the mill. The Freezer Mill settings were as follows: T1 run time = 3 min, T2 intermission = 1 min, T3 pre-cool = 5 min, rate = 15, and cycles = 2. After completion, we added 500 μL of QIAzol to each vial, allowed the vial to sit at room temperature for 5 min, transferred the sample to a microfuge tube, and then placed it at − 80 °C.

The following day, we allowed all samples to thaw and isolated RNA using the miRNeasy 96 kit (Qiagen) according to the manufacturer’s instructions. The quality and quantity of RNA samples were evaluated with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) using the Agilent RNA 6000 Nano Reagents and a multi-well Nanodrop 8000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA).

### Affymetrix gene Array

We prepared cDNA from total RNA using the Ambion Whole Transcript (WT) Expression Kit (Ambion) as previously described [15]. The cDNA was fragmented, labeled, hybridized, stained, and washed per the manufacturer’s recommendations (Affymetrix, Santa Clara, CA). Samples were then applied to the Rat Gene 1.1 ST 16 Array Plate or 24 Array Plate and placed in the GeneTitan System (Affymetrix) according the manufacturer’s recommendations. Of the 144 arrays, 2 liver arrays, 1 lung array, and 1 heart array did not pass quality control checks and were excluded from further analysis.

### Small RNA library construction

Small RNA libraries were constructed using the TruSeq small RNA library preparation kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. Total RNA was ligated to 3′ and 5′ adaptors containing bases targeting small RNAs and sequencing primer sequences, respectively. Adaptor-ligated small RNA molecule enrichment was achieved by reverse transcription followed by limited-cycle polymerase chain reaction with sample-specific barcode tags incorporated at this step. The quality and concentration of newly constructed libraries were assessed with the Agilent 2100 Bioanalyzer. Small RNA libraries constructed from the same type of tissue were pooled together in equimolar amounts and separated on 6% Novex Tris-Borate-EDTA gels (Life Technologies, Grand Island, NY) for size selection. Gel-purified sequencing libraries were quantified using the KAPA Library Quantification Kit (Kapa Biosystems, Woburn, MA) and diluted to a final concentration of 2 nM.

### Next-generation sequencing

Cluster generation of the small RNA sequencing libraries and a PhiX control library was performed using an automated cBot system (Illumina). All sequencing libraries were loaded onto a TruSeq single-read flow cell v3 at a concentration of 12 pM. The small RNA sequencing libraries were spiked with 1% (vol/vol) PhiX control library and loaded onto four individual flow cell lanes based on the tissue of origin as each lane contained multiplexed sequencing libraries. The small RNA libraries were sequenced using the Illumina HiScan SQ system for a total of 58 cycles. The performance of the sequencing run and quality of raw sequence data were assessed based on the reports created by the Illumina Sequence Analysis Viewer. All reported parameters met the quality assessment criteria recommended by the manufacturer.

### Sequencing data processing

To obtain the spectrum of miRNA in samples, the sequence files (Fastq files) were preprocessed before being mapped to the miRNA database. In the preprocess step, adapter sequences were trimmed with Cutadapt software (version 2.6) [20]. In addition, low complexity sequences, such as homopolymer sequences, were removed with the Prinseq tool (version 0.20.4) [21]. To reduce the time required for sequence mapping, the redundant sequences in the file were collapsed with the FASTX collapse script obtained from the FASTX toolkit (version 0.0.13) [22]. The number of reads for each unique sequence were calculated and used in summarizing the mapping read count. The unique read sequences were then mapped against the reference rat miRNA sequence database from miRBase (Release 19) under the perfect match condition [23–27]. The sequencing data can be found in the Gene Expression Omnibus with the accession number GSE81331.

### Data and pathway analysis

A total of 1040 miRNA was identified. Differentially expressed miRNA were determined using the R package edgeR [28, 29] with each tissue analyzed individually. To remove miRNA that were not expressed above background, we removed any miRNA that did not have at least 5 reads in all samples of at least 1 condition. Differentially expressed miRNA were chosen as those with an FDR < 0.05 when tested against a 1.25 fold change cutoff using the glmTREAT function of edgeR.

KEGG pathway analysis was conducted in DAVID [30, 31] using human homologs of miRNA and mRNAs. We used differentially expressed miRNA for each condition and any mRNA in the same condition from our previous work [15] that changed by at least 1.5-fold for this analysis. Using the miRNA target analysis in Ingenuity Pathway Analysis (IPA) software (Qiagen, Valencia, CA) [32], we identified mRNA from the microarray experiment that were predicted or validated targets of the differentially expressed miRNA. We limited the targets to those that were changing in the opposite direction of the miRNA. KEGG pathway analysis was then conducted on the union of all targeted mRNA by all differentially expressed miRNA in a condition using DAVID. A *p*-value less than 0.05 was considered statistically significant.

### miR-21 transfection and apoptosis assay

We also conducted in vitro experiments to further investigate the role that miR-21 plays in the response to heat stress as it was one of the most dysregulated miRNA. The rat myoblast-derived cell line H9c2 (American Type Culture Collection, Manassas, VA) was grown in Dulbecco’s Modified Eagle’s Medium (Lonza, Walkersville, MD) containing 10% fetal bovine serum (Invitrogen, Carlsbad, CA) and 10 mL Glutamax (Invitrogen) in T75 flasks incubated at 37 °C with 5% carbon dioxide. Cells were plated in six-well plates at a density of 30,000 cells/well and after 4 days were transfected with either a miRNA mimic to increase the expression of miR-21, an inhibitor to decrease the expression, or the transfection vehicle only as a control. Transfection was performed using a mirVANA miRNA mimic and inhibitor (mmu-miR-21a-3p, Life Technologies) and Lipofectamine RNAiMAX reagent per the manufacturer’s instructions. Successful transfection was verified by quantitative PCR (data not shown). One day after transfection, cells were either heated to 47 °C or remained at 37 °C, and apoptosis was measured after 2, 3, 4 and 5 h using the Guava Nexin Assay on the easyCyte HT system (Guava, Hayward, CA) per the manufacturer’s instructions. A two sample t-test determined statistical significance (*p* < 0.05).

## Results

### Physiological profiles and histology

Physiological profiles of the rats used in this study were consistent with dehydration and/or kidney function impairment (including increased blood urea nitrogen and change in electrolytes at T_c,Max_) as detailed in our previous reports [15, 16, 33]. Rats in the heat-stressed cohorts reached 41.9 ± 0.1 °C (T_c,Max_) in 2–3 h [33]. As previously reported, no heat-related pathologies were observable by histology at T_c,max_ or 24 h after heating (Additional File 1 and [15, 16]). At 48 h after heating, three of the six heat-stressed rats had histological evidence of moderate cardiac inflammation and cardiomyocyte degeneration with increased kidney proteinosis (Additional File 1). The three animals with evidence of organ injury demonstrated transcriptomic profiles different from the other heat stressed rats at 48 h and controls in our previous work. Therefore, in order to identify biomarkers and mechanisms leading to organ injury, these three animals were analyzed as a separate treatment group.

### Identification of differentially expressed miRNA

We identified miRNA isolated from the heart, kidney, liver, and lung of heat-stressed rats by RNA sequencing. 

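Small RNA libraries of 35 hearts, 29 kidneys and 13 livers were analysed here. At T_c,max the heart had 6 heat-stressed and 5 control rats, the kidney 5 and 5, and the liver 6 and 6. At 24 h the heart had 6 and 6 and the kidney 6 and 4. At 48 h the heart had 6 and 6 and the kidney 4 and 5. The liver also had 1 control library at 24 h. The authors trimmed and mapped the reads and deposited the values as log2(CPM + 1), for 185 miRNA names. Of these, 105 name a mature arm and 80 do not. A name without an arm is not the total of its arms. In the heart controls at 48 h, miR-22 lay at 8.37 to 8.92 and miR-22-3p at 17.9 to 18.2. There miR-21 lay at 10.84 to 11.48 and miR-21-5p at 11.44 to 12.33. Names with nearly equal values, such as let-7a-1 and let-7a-2, may share reads. The low values are multiples of 1 step per library, the share of 1 read, for 2801 of 2803 values within 0.05 of a read, and in 76 of 77 libraries for all of them. From this step the total reads were 126279 to 879244 per heart library (median 492190), 355221 to 2224068 per kidney library (median 1168351) and 126700 to 379444 per liver library (median 187342). All libraries of a tissue were fitted together with limma, and heat-stressed rats were compared with the controls of the same time point against a fold change of 1.25 at an FDR of 0.05. By the sample labels the control rats never entered the incubator, so that heat-stressed and control rats also differ in that, whereas the paper describes 6 controls in all, kept in an incubator at room temperature. Which 3 rats at 48 h had organ injury is not stated per rat, so that all heat-stressed rats of that time point form 1 group, with values given per rat. The log2 fold changes are heat-stressed minus control and were not centred. Their median over all names was -0.43 in the kidney at 48 h, and 0.16 at 48 h and -0.20 at T_c,max in the heart.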

Among all samples, we identified 1040 *Rattus norvegicus* miRNA, of which 292, 397, 256, or 426 miRNA in the heart, kidney, liver, or lung, respectively, had more than 5 reads in all samples of at least one condition. 

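With the filter of at least 5 reads in all libraries of at least 1 condition, 163 miRNA names in the heart, 175 in the kidney and 176 in the liver were tested. The whole table of 185 names was the starting point, so that names outside it are not analysed here.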

We removed the three animals with evidence of cardiac and kidney proteinosis at 48 h from the analysis and identified differentially expressed miRNA at T_c,Max_, 24, and 48 h with an FDR < 0.05 tested against a fold-change threshold of 1.25 (Additional File 2). To identify potential biomarkers specific to organ injury, we identified differentially expressed miRNA with an FDR < 0.05 tested against a fold-change threshold of 1.25 in the three animals with cardiac and renal lesions after 48 h (Table 1 and Additional File 2). 

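No miRNA was detected as changed by heat stress in the heart or kidney at T_c,max or at 24 h. limma gave 0 of 163 names in the heart and 0 of 175 in the kidney at both time points. At an unadjusted p under 0.05 there were 3 names in the heart at T_c,max, 0 at 24 h, and 0 in the kidney at either time. limma takes the spread of a name from all time points of a tissue, the 48 h library of rat 307 included. These counts therefore do not show that the kidney was unchanged at T_c,max or 24 h. Of 123 combinations of a list of marker or family miRNA with a tissue and time point, 2 passed an adjusted p of 0.05 in limma's fry test, both in the heart at 48 h. When the kidney at T_c,max was fitted without the other time points, miR-126a-5p alone passed, lower in heat-stressed rats. With no fold-change cutoff and without the 48 h library of rat 307, a setting chosen after seeing the data, 30 names passed in the kidney at T_c,max. Heat and total reads cannot be told apart for these names, since 4 of 5 heat libraries had fewer reads than any control kidney.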

Overall, few miRNA were perturbed in tissues of animals without histological evidence of injury at all time points. However, low sample number, especially in the stratified 48 h groups, results in a lower powered study, limiting the ability to detect differentially expressed miRNAs. One miRNA in the liver and five miRNA in the lung were differentially expressed at T_c,max_, while no miRNA were changing in any other time point or tissue of the uninjured animals. However, in the animals with evidence of injury 86, 7, 159, and 37 miRNA were differentially expressed in the heart, liver, kidney, or lung, respectively. 

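miR-205 was higher in the liver of heat-stressed rats at T_c,max, but not past the adjusted test. It averaged 6.26 ± 1.28 (SD, n = 6) on the log2 scale in heat-stressed rats and 3.51 ± 2.03 (SD, n = 6) in controls. The log2 fold change was 2.75 (standard error 0.80, adjusted p = 0.390 from limma). All 6 heat-stressed rats were above the control mean and 4 of them above every control. An exact two-sided permutation test of the means gave p = 0.0173, or 0.173 after Benjamini-Hochberg adjustment over 60 named values. In 1 control library miR-205 was listed at 0, where the floor of 3 reads lies between 3.15 and 4.63 on the log2 scale. In the controls at T_c,max that floor was 3.45 to 4.47, so that their mean of 3.51 rests on few reads. No other name passed among 176, and 2 names had an unadjusted p under 0.05. Without the fold-change cutoff, miR-125b-2-3p passed instead, lower in heat-stressed rats.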

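In the heart at 48 h, miR-21 and miR-146b-5p were higher in heat-stressed rats. The name miR-21 is the one without an arm, and its arms miR-21-5p and miR-21-3p did not pass. miR-21 averaged 13.2 ± 1.80 (SD, n = 6) on the log2 scale against 11.1 ± 0.261 (SD, n = 6) in controls, a log2 fold change of 2.11 (standard error 0.44, adjusted p = 0.0184 from limma). miR-146b-5p averaged 9.93 ± 1.48 (SD, n = 6) against 8.01 ± 0.378 (SD, n = 6), a log2 fold change of 1.92 (standard error 0.41, adjusted p = 0.0184). For both, 5 of 6 heat-stressed rats were above every control, and rat 304 was not. Of 163 names, 2 passed, both higher, and 18 had an unadjusted p under 0.05. The count depends on single rats. It was 0 without rat 306 or rat 308, 1 without control rat 311, 4 without rat 309 and 9 without rat 304. With 1 library left out, the log2 fold change ranged from 1.69 to 2.54 for miR-21 and from 1.51 to 2.31 for miR-146b-5p. miR-222 had a log2 fold change of 1.63 (adjusted p = 0.120) and miR-221-3p of 1.37 (adjusted p = 0.145). Both passed without the fold-change cutoff and with the controls of all 3 time points pooled. With only the compared groups in the fit, 0 names passed and miR-21 and miR-146b-5p each had an adjusted p of 0.756. The standard errors of 0.44 and 0.41 rest on 1 spread per name over all heart groups. The heat-stressed rats at 48 h, with SDs of 1.80 and 1.48, varied more than the controls. These standard errors thus understate the spread at 48 h, and both calls depend on the pooled spread. With mature arms alone, 1 name passed, miR-146b-5p. Among 100 splits of these libraries, 5 gave at least as many names, so that chance is not excluded. In the kidney at 48 h, with 4 heat-stressed and 5 control rats, 0 of 175 names passed and 29 had an unadjusted p under 0.05. The smallest adjusted p was 0.244, for miR-31a-5p at a log2 fold change of -1.97. The paper analysed the 3 rats with organ lesions as a group of their own and reports its changed miRNA at 48 h for that group, with 0 in the uninjured rats. The heat-stressed group here joins both kinds of rat. In the kidney it lacks rats 304 and 308, so that injured rats may be missing there.

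**Figure D1:**
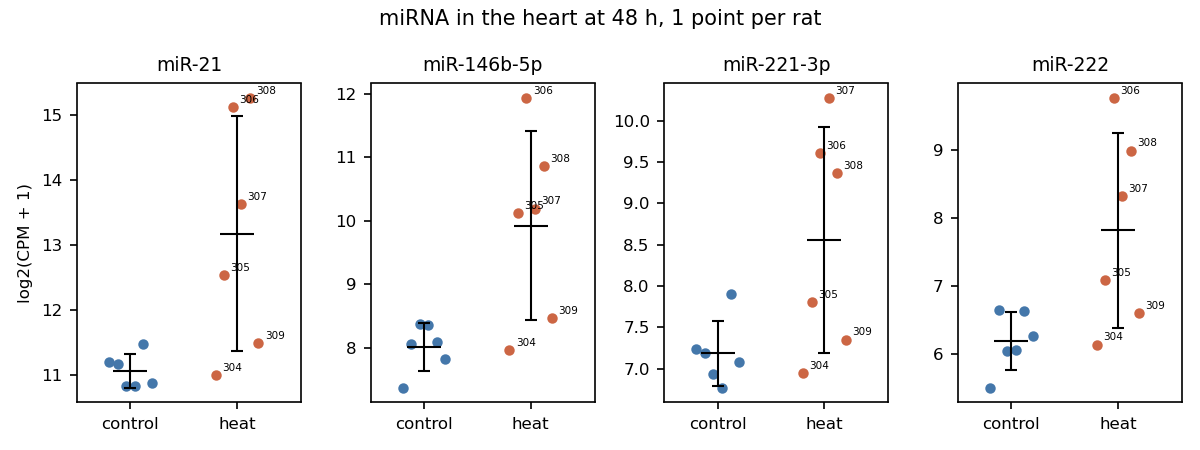
log2(CPM + 1) of miR-21, miR-146b-5p, miR-221-3p and miR-222 in the heart at 48 h, 1 point per rat with the mean and SD, 6 control and 6 heat-stressed rats. Rats 306 and 308 lie highest for miR-21, at 15.12 and 15.26, and rat 304 lies within the controls at 11.01.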

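With 0 names past the test in the kidney at 48 h, a count of names shared with the heart is fixed at 0 and says nothing on tissue specificity. The heat effect in the kidney minus that in the heart was tested directly over the 154 names measured in both. limma gave 0 names past the adjusted test and 4 at an unadjusted p under 0.05. Pairing the kidney and heart of the same rat also gave 0.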

The majority of the differentially expressed miRNA were tissue specific (Fig. 1). The greatest overlap, with 21 shared modulated miRNA, was between the lung and heart of the injured animals. Only five total miRNA were shared by more than two conditions with four shared between the lung, heart, and kidney of the injured animals and one shared by the liver, heart, and kidney of the injured animals. Interestingly, three of the miRNA shared between the lung, heart, and kidney of the injured animals (rno-miR-22, rno-miR-22-3p, and rno-miR-378a-3p) were down-regulated in the heart, but upregulated in the kidney and lung. 

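miR-22, miR-22-3p and miR-378a-3p did not pass the test in either the heart or the kidney at 48 h. Their log2 fold changes were -0.31, -0.33 and -0.42 in the heart (adjusted p = 0.999 for each, limma) and 0.33, 0.36 and 0.48 in the kidney (adjusted p = 0.737, 0.615 and 0.316). In the kidney, miR-378a-3p was above the control mean in 4 of 4 rats, and an exact two-sided permutation test of the means gave p = 0.0159, or 0.173 after Benjamini-Hochberg adjustment over 60 named values. In the heart, miR-378a-3p was below the control mean in 2 of 6 rats and changed sign, to 0.02, without rat 307. Without that rat, miR-22 and miR-22-3p had log2 fold changes of -0.20 and -0.20 in the heart and 0.07 and 0.18 in the kidney. Without rat 306 they were -0.19 and -0.21 in the heart.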

The pattern continues with the miRNA differentially expressed in both the heart and lung of the injured animals. Of the 25 shared miRNA, 18 were regulated in the opposite direction, with all of them down-regulated in the heart, and up-regulated in the lung in the injured animals (Fig. 2).

**Table 1:** Number of differentially expressed miRNA per condition

Tissue	Timepoint	miRNA
Heart	T_c,max_	0
	24	0
	48 - uninjured	0
	48 - injured	86
Liver	T_c,max_	1
	24	0
	48 - uninjured	0
	48 - injured	7
Kidney	T_c,max_	0
	24	0
	48 - uninjured	0
	48 - injured	159
Lung	T_c,max_	5
	24	0
	48 - uninjured	0
	48 - injured	37

Differentially expressed miRNA were identified in the liver, kidney, lung, and heart of heat stressed animals at 3 time points. A cohort of animals with histopathological evidence of injury at 48 h were analyzed separately from those with no evidence of injury

**Fig. 1:**
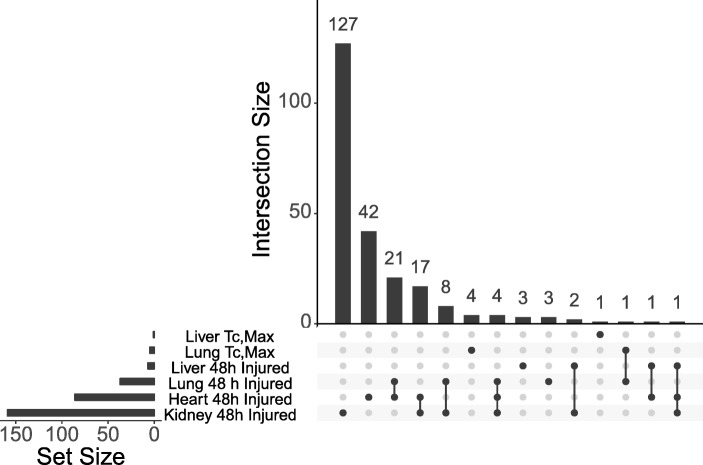
Differentially expressed miRNA are mostly time and tissue specific. The bar chart represents the number of differentially expressed miRNA in each of the data sets indicated by a filled dot below. If the miRNA is modulated in more than one time point or tissue, multiple dots are darkened and connected by a line. The set size indicates the total number of differentially expressed miRNA at each tissue/time point

**Fig. 2:**
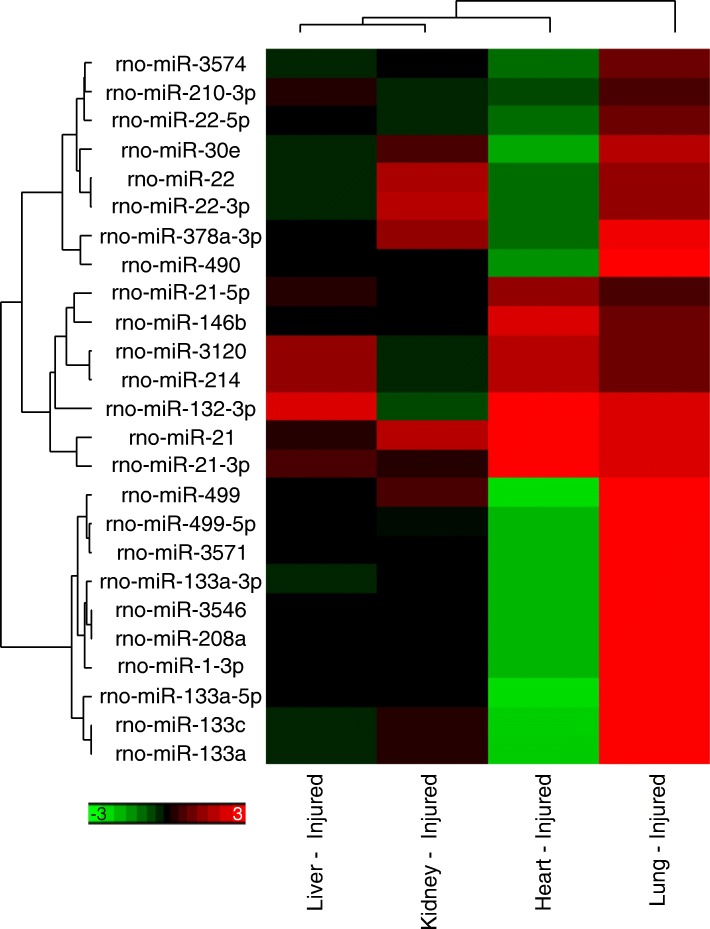
miRNA differentially expressed in multiple tissues. Three of the miRNA differentially expressed in the lung, heart, and kidney of the injured animals (rno-miR-22, rno-miR-22-3p, and rno-miR-378a-3p) were down-regulated in the heart, but upregulated in the kidney and lung. This is also seen with the miRNA differentially expressed in both the heart and lung. Of the 25 shared miRNA, 15 were regulated in the opposite direction, with all of them down-regulated in the heart, and up-regulated in the lung. The color of the hierarchical clustering shows the log2 fold change

### Pathway analysis

To further understand the biological implications of the differentially expressed miRNA, we conducted an unsupervised pathway enrichment. We first identified the mRNA targets that were changing by at least 1.5 fold in the opposite direction of the perturbed miRNA (Additional File 3) from our previous work [15]. The pathway analysis was then conducted using the union of all mRNA targets of one condition. We identified 93, 1, 19, 3 and 8 significantly enriched KEGG pathways in the heart of the injured animals, liver at T_c,Max_, kidney of the injured animals, lung at T_c,Max_, and the lung of the injured animals, respectively (Table 2 and Additional File 4). No enriched pathways were common to all conditions. One enriched pathway, the p53 signaling pathway, was enriched in the all tissues of the injured animals suggesting a shared response to heat injury.

**Table 2:** Selected enriched KEGG pathways

Condition	Pathway	# of genes	p-value	Benjamini corrected p-value
Heart 48 h - Injured	Biosynthesis of antibiotics	62	< 0.001	< 0.001
	Metabolic pathways	237	< 0.001	< 0.001
	Insulin resistance	36	< 0.001	< 0.001
	cGMP-PKG signaling pathway	48	< 0.001	< 0.001
	Fatty acid metabolism	23	< 0.001	< 0.001
	PI3K-Akt signaling pathway	78	< 0.001	< 0.001
	Leukocyte transendothelial migration	37	< 0.001	< 0.001
	Carbon metabolism	37	< 0.001	< 0.001
	Citrate cycle (TCA cycle)	16	< 0.001	< 0.001
	Focal adhesion	53	< 0.001	< 0.001
	Arrhythmogenic right ventricular cardiomyopathy (ARVC)	23	< 0.001	0.001
	PPAR signaling pathway	23	< 0.001	0.004
	Protein digestion and absorption	25	< 0.001	0.005
	Hypertrophic cardiomyopathy (HCM)	23	0.001	0.006
	Dilated cardiomyopathy	22	0.003	0.021
Liver Tc,max	Endocytosis	4	0.016	0.537
Kidney 48 h - Injured	Complement and coagulation cascades	14	< 0.001	< 0.001
	Cell cycle	16	< 0.001	< 0.001
	p53 signaling pathway	9	< 0.001	0.003
	Bile secretion	9	< 0.001	0.003
	PPAR signaling pathway	9	< 0.001	0.004
	FoxO signaling pathway	10	0.001	0.037
	Progesterone-mediated oocyte maturation	8	0.001	0.043
	MicroRNAs in cancer	9	0.006	0.141
	Small cell lung cancer	7	0.006	0.133
	Carbohydrate digestion and absorption	5	0.007	0.145
	Biosynthesis of unsaturated fatty acids	4	0.017	0.265
Lung Tc,max	TNF signaling pathway	4	0.026	0.974
	Pathways in cancer	7	0.029	0.863
	NOD-like receptor signaling pathway	3	0.043	0.866
Lung 48 h - Injured	Calcium signaling pathway	8	0.001	0.145
	PPAR signaling pathway	5	0.005	0.266
	Oocyte meiosis	5	0.016	0.499
	p53 signaling pathway	4	0.024	0.548
	Signaling pathways regulating pluripotency of stem cells	5	0.035	0.610
	Protein digestion and absorption	4	0.044	0.627
	Neuroactive ligand-receptor interaction	7	0.044	0.571
	Tyrosine metabolism	3	0.047	0.542

The top ten and selected enriched KEGG pathways for each condition are shown with *p*-values and adjusted p-values. The number of genes listed are unique genes that are targets of the differentially expressed miRNA in that condition and contribute to the enrichment of the pathway. The complete list of enriched pathways are listed in Additional File 4

### Modulation of miR-21 in cardiomyocytes

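miR-21 varied widely between the heat-stressed rats in the heart at 48 h. Its log2 values were 11.01 in rat 304, 12.54 in rat 305, 15.12 in rat 306, 13.62 in rat 307, 15.26 in rat 308 and 11.50 in rat 309, and 10.84 to 11.48 in the 6 controls. The exact two-sided permutation p of the means was 0.0130, or 0.173 after adjustment over the named values. The arms miR-21-3p and miR-21-5p had log2 fold changes of 2.25 (adjusted p = 0.209) and 0.96 (adjusted p = 0.271) and did not pass in limma. As a list, the 3 miR-21 names rose in the heart at 48 h (median log2 fold change 2.11, adjusted p = 0.0259 from fry), and so did the 2 names miR-221-3p and miR-222 as a list (median 1.50, adjusted p = 0.0259). Neither list passed with mature arms alone or without rat 306, 307 or 308, or without control rat 311, 314, 315 or 318. With 1 library left out, the medians ranged from 1.67 to 2.54 for the miR-21 list and from 1.20 to 1.83 for the other.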

miR-21 was identified as one of the most differentially expressed miRNA in the cardiac-injured animals and was also modulated in the lung and kidney of the injured animals. To further explore the role that miR-21 plays in the heat stress response, we manipulated the levels of miR-21 in an in vitro cell model. We hypothesized that increasing the expression level of miR-21 plays a protective role against heat stress, whereas decreasing the expression is detrimental. Therefore, we transfected H9c2 cells with either a miR-21 mimic or a miR-21 inhibitor and measured apoptosis induced by heat stress. Modulated expression of miR-21 significantly affected apoptosis in response to heat stress at 5 h after heating, in which apoptosis increased from 70.9 ± 0.8% to 84.8 ± 2.2% (*p* < 0.05) (Fig. 3).

**Fig. 3:**
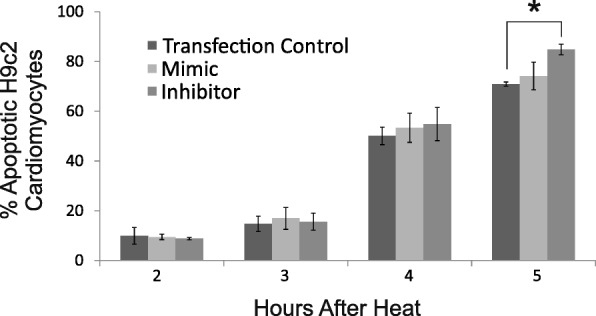
Effect of miR-21 expression on apoptosis. The y-axis shows the percentage of cells undergoing apoptosis. No protective effect of miR-21 against heat induced apoptosis was observed at any time point in H9c2 cells which over expressed miR-21. However, a significant increase in apoptosis in cells with decreased miR-21 expression compared to the transfection control was observed at 5 h, further suggesting that miR-21 plays a critical role in the heat stress response

## Discussion

Heat stress is known to affect cellular function through protein misfolding and aggregation, the degradation of these damaged proteins, and the disruption of metabolism leading to a decrease in ATP, and the activation of cell signaling pathways [9, 34]. Many of the enriched KEGG pathways and differentially expressed miRNA are involved in these well-studied responses to heat stress. These processes are especially evident in the animals with heat induced organ injury. This study uses a global miRNA/mRNA analysis approach to place miRNA and their presumptive targets within the context of biological pathways. Our study offers a systems-based multi-organ approach to understanding miRNA involvement in the biomolecular basis of the heat stress response.

### Organ injury

Little to no evidence exists for organ injury in any early time point in any tissue. No major histopathological findings indicated injury in any tissue before 48 h. Additionally, no KEGG pathways or miRNA related to organ injury were enriched before 48 h in any tissue. However, in animals with histopathological evidence of injury at 48 h, miRNA that may be linked to organ injury were modulated in the kidney.

In the hearts of animals with injury, pathways associated with cardiomyopathy and organ injury were enriched. The KEGG pathways arrhythmogenic right ventricular cardiomyopathy, hypertrophic cardiomyopathy, and dilated cardiomyopathy are enriched in the heart tissue of the injured animals. These terms are not enriched at any time point in those animals without evidence of injury. Additionally, miR-208 and miR-499 have been reported to be indicators of cardiac injury or modulated in heart disease [35, 36]. The pathways related to cardiomyopathy enriched solely in the heart tissue of animals with histopathological evidence of injury further suggest that these three animals sustained a more severe injury and/or failed to recover compared with the other, uninjured animals at 48 h. The up-regulation of particular miRNA with a failure to recover would be particularly useful for identifying individuals who are at greater future risk of heat illness or organ injury following an earlier episode of heat stress.

Furthermore, some of the differentially expressed miRNA have been implicated in heart disease or have been identified as potential biomarkers. In mice, the miR-29 family regulates profibrotic genes and is also modulated after myocardial infarction [37]. 

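miR-29c-3p in the heart at 48 h did not pass the test. It averaged 9.38 ± 0.387 (SD, n = 6) on the log2 scale in heat-stressed rats and 9.57 ± 0.301 (SD, n = 6) in controls, a log2 fold change of -0.19 (standard error 0.15, adjusted p = 0.999 from limma), and 4 of 6 heat-stressed rats were below the control mean. Without rat 306 it was -0.04. The 3 names of the miR-29 family list had a median log2 fold change of -0.13 (adjusted p = 0.770 from fry).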

In our work rno-miR-29c, rno-miR29c-3p, and rno-miR-29b-3p are all down-regulated and would therefore enhance the fibrotic response, indicating a progression toward heart failure [36]. miR-208 and miR-499 play important roles in the heart and are at most minimally detectable in the plasma of healthy humans. However, both of these miRNA are elevated in the plasma of both an animal model and human patients with acute myocardial infarction, with miR-208 being the more reliable biomarker for injury [36]. 

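miR-499, miR-499-5p and miR-208a were lower on average in the heart at 48 h, but 1 library carries most of the difference. Their log2 fold changes were -1.36 (adjusted p = 0.452), -1.42 (adjusted p = 0.486) and -1.54 (adjusted p = 0.425 from limma). In rat 307 both miR-499-5p and miR-208a stood at 3.49 on the log2 scale, against 8.61 to 10.4 and 8.97 to 10.8 in the other heat-stressed rats. Without rat 307 the log2 fold changes were -0.44, -0.36 and -0.42 (adjusted p = 0.998 for each). The striated muscle list, 9 names, had a median log2 fold change of -1.54 (adjusted p = 0.523 from fry).

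**Figure D2:**
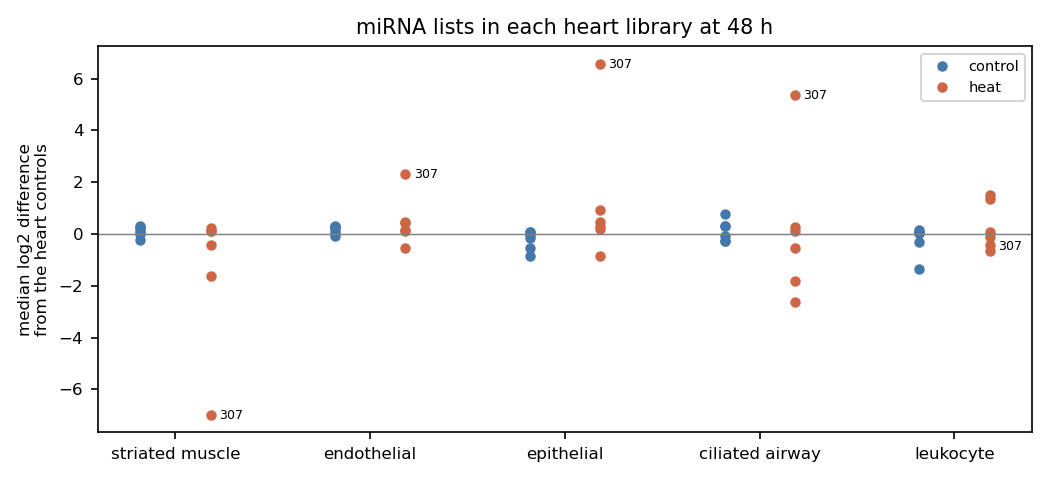
Median log2 difference from the heart controls for 5 lists of marker miRNA in each heart library at 48 h, 1 point per rat, controls and heat-stressed rats. Rat 307 lies at -6.98 for striated muscle and at 6.56 for epithelial names.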

In our data, rno-miR-499, rno-miR-499-5p, rno-miR-208a, and rno-miR-208a-5p are down-regulated in the heart of the injured animals. Interestingly, rno-miR-208a, rno-miR-499, and rno-miR-499-5p are all up-regulated in the lung of the injured animals. Additionally, miR-92a, which is thought to play a role in angiogenesis, is up regulated after the induction of acute myocardial infarction in a mouse model, which is reflected by the up-regulation of rno-miR-92a-3p in the heart of the injured animals [38]. These preclinical studies suggest that there is a set of miRNA that may be useful for assessing cardiac damage from thermal injury as well as from other causes.

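miR-92a-3p in the heart at 48 h averaged 7.05 ± 0.852 (SD, n = 6) on the log2 scale against 6.23 ± 0.297 (SD, n = 6) in controls. The log2 fold change of 0.81 (standard error 0.25) had an adjusted p of 0.425 from limma, and 5 of 6 heat-stressed rats were above the control mean. It passed without the fold-change cutoff (adjusted p = 0.0481).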

The differentially expressed miRNA support the histopathologic analysis indicating that kidney injury occurred in heat injured animals. miR-21, miR-20a, miR-199a-3p, and miR-194 have all been shown to be modulated in a mouse model of acute kidney injury [39]. In the study conducted by Godwin and colleagues, miR-21 and miR-20a were rapidly up-regulated, miR-199a-3p was up-regulated 3 days post-stress and continued to increase for the duration of the time course of 30 days, whereas miR-194 was rapidly down-regulated [39]. In our data, both rno-miR-21 and rno-miR-20a are also upregulated in the kidney of the injured animals. 

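Kidney miR-21 at 48 h was above the control mean in 4 of 4 heat-stressed rats and above every control in 3. Its log2 fold change was 0.68 (standard error 0.27, adjusted p = 0.296 from limma). An exact two-sided permutation test of the means gave p = 0.0238, or 0.179 after adjustment over the named values.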

Rno-miR-21 is also up-regulated in the heart and lung of the injured animals, while rno-miR-20a is also up-regulated in the heart of the injured animals. As in the Godwin study, rno-miR-194-3p and rno-miR-194-5p are down-regulated in the kidney of the injured animals. 

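miR-194-5p in the kidney at 48 h had a log2 fold change of -1.26 (standard error 0.68, adjusted p = 0.308 from limma). This rests on rat 307, at 4.87 on the log2 scale, while the other 3 heat-stressed rats lay between 9.98 and 10.9. Without rat 307 the log2 fold change was 0.16.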

Interestingly, rno-miR-199a-3p and rno-miR-199a-5p are down-regulated in the kidney of the injured animals, matching Godwin’s results, yet they are up-regulated in the liver of the injured animals. 

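miR-199a-3p in the kidney at 48 h had a log2 fold change of -1.08 (standard error 0.48, adjusted p = 0.260 from limma). Rat 307 stood at 6.65 on the log2 scale and the other 3 heat-stressed rats at 10.5 to 10.8. Without rat 307 the log2 fold change was -0.08.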

A review conducted in 2016 identified miRNA which were modulated in acute kidney injury among published studies [40]. Twenty-five of the differentially expressed miRNA in the kidney of the animals with injury were also identified in this review as potential biomarkers of acute kidney injury (Table 3). 

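Of the 25 miRNA of Table 3, 18 were measured in the kidney at 48 h and 0 passed the test (adjusted p of at least 0.260, limma). 12 were lower and 6 higher on average, 16 with the paper's sign, or 13 without rat 307. The median over all 175 tested names was itself -0.43. The paper chose these names for their change in some of these same libraries, so that the shared signs and the p-values below are not independent of it. Lowest on average were miR-142-5p, miR-30c-1, miR-26a and miR-182. Their log2 fold changes were -2.33, -2.06, -1.97 and -1.62 (adjusted p = 0.260 for each, limma). miR-182 was below every control in 4 of 4 rats, with an exact two-sided permutation p of 0.00794, the smallest that 4 rats against 5 allow, and 0.173 after adjustment over the named values. In rat 307 miR-142-5p and miR-26a were listed at 0. Without that rat the log2 fold changes were -0.21, -0.21, -0.13 and -0.40. miR-320 had a log2 fold change of 0.40 (adjusted p = 0.615), or 0.04 without rat 307 and 0.60 without rat 309.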

Even though there is a conflict in the direction of change in some of the miRNA compared with other studies, they may align more closely at later or different time points. Nevertheless, these differentially expressed miRNA may serve as indicators of organ injury.

**Table 3:** Markers of kidney injury

miRNA	Fold Change in Injured Kidney	Previously Reported Expression	Previous Sample Type
let-7a-1-3p	−1.8	Up in urine, down in tissue	Tissue, Urine
let-7b	1.5	Down	Blood
let-7e	2.4	No consensus	Tissue, in vitro
miR-10a	0.9	Up, down	Tissue, Urine, Blood
miR-125a-5p	1.1	Down	Tissue, in vitro
miR-142-3p	1.7	Up	Tissue, in vitro
miR-142-5p	−3.3	Up	Tissue, in vitro
miR-155	2.0	No consensus	Blood, Urine, Tissue, in vitro
miR-15b-5p	−1.8	Down	Tissue, in vitro
miR-182	−2.6	Up	Tissue
miR-183-5p	−2.0	Up in urine, down in tissue	Tissue, Urine
miR-191a-5p	−2.9	Up in urine, down in tissue	Tissue, Urine
miR-199a-3p	−2.0	Up	Tissue, in vitro
miR-200a	1.1	No consensus	Tissue, Blood, Urine
miR-21	1.6	No consensus	Blood, Urine Tissue, in vitro
miR-25-3p	−2.4	Up in urine, down in tissue	Tissue, Urine
miR-26a	−2.2	Down	In vitro, Tissue
miR-26b	−2.7	Down in tissue and blood, up in urine	Tissue, in vitro, Urine, Blood
miR-27a-3p	−2.9	Down	Blood
miR-30c-1	−3.5	Up	Tissue
miR-320	1.9	No consensus	Blood, Tissue, Urine
miR-328a-3p	1.3	Up in urine,down in tissue	Tissue, Urine
miR-335	−3.1	Up in urine,down in tissue	Tissue, Urine
miR-378a-5p	1.5	Up in urine,down in tissue	Tissue, Urine
miR-93-5p	−2.5	Up in urine, down in tissue	Tissue, Urine

Twenty-five of the differentially expressed miRNA in the kidney of the animals with injury have been previously identified in other studies as markers of kidney injury

The differentially expressed miRNA in the liver also reflect the histopathologic evidence of liver damage. The over expression of miR-199 has been associated with the progression of liver fibrosis in a previous study examining liver fibrosis in human liver biopsies and is up-regulated in our work in the liver of the injured animals [41]. Additionally, miR-146b was differentially expressed among the different grades of liver fibrosis and is up-regulated in this work in the liver of the injured animals [41]. Therefore, we confirm the differential expression of these two markers of organ injury confirmed by our histopathological findings.

### Energy metabolism

Heat stress is also known to alter energy metabolism, resulting in a net decrease in ATP production [8]. Accordingly, many of the differentially expressed miRNA and enriched KEGG pathways in our work suggest a disruption in energy production in the injured animals. While no pathways are enriched in the liver, metabolism related pathways are enriched in the kidney and heart of the injured animals.

Perhaps the greatest effect of the disruption of energy metabolism was seen in the heart of the injured animals. Many pathways related to energy metabolism are enriched in the heart of the injured animals including metabolic pathways, fatty-acid metabolism, and the citrate cycle. As seen in the liver, Acsl1 and as well as many other transcripts involved in fatty acid β-oxidation such as acyl-CoA dehydrogenase medium chain (*Acadm*), enoyl-CoA hydratase, short chain 1 (*Echs1*) and hydroxyacyl-CoA dehydrogenase (*Hadh*) are down-regulated. *Acadm* is predicted to be targeted by rno-miR-132-3p and rno-miR-222, *Echs2* by rno-miR-18a-5p and rno-miR-214, and *Hadh* by rno-31a-dp and rno-miR-19b-3p. With many transcripts involved in fatty acid β-oxidation being down-regulated with the levels of their predicted miRNA regulators increased, we see evidence of a sustained energy crisis in the heart of the injured animals and a potential decrease in ATP production.

In our microarray data, glucose transporter type 4 (*Slc2a4*) is down-regulated 9.5-fold in the heart of injured animals compared with control animals suggesting it may play a role in decreased metabolic activity due to heat stress [15]. SLC2A4 is primarily responsible for the intake of glucose into fat and muscle from peripheral tissues [42]. SLC2A4 is normally sequestered in internal compartments but is translocated to the plasma membrane upon stimulation by insulin through the phosphatidylinositol 3-kinase (PI3K)-Akt signaling pathway, which is enriched in the heart of the injured animals [43]. Additionally, rno-miR-20a-5p and rno-miR-31a-5p, which are predicted to target Slc2a4, are up-regulated in the heart of injured animals. This suggests that heat stress caused a prolonged decrease in energy metabolism involving a decrease in *Slc2a4* expression that may be influenced by an up-regulation of its predicted regulators, rno-miR-20a-5p and rno-miR-31a-5p.

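miR-31a-5p in the heart at 48 h averaged 5.26 ± 2.57 (SD, n = 6) on the log2 scale against 4.26 ± 2.12 (SD, n = 6) in controls. The log2 fold change of 1.00 (standard error 1.15, adjusted p = 0.999 from limma) was smaller than the spread between rats. Leaving out 1 library moved it from 0.10 (without rat 306) to 1.52 (without control rat 317).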

The disruption of energy metabolism is also evident in the kidney of the injured animals as the carbohydrate digestion and absorption and biosynthesis of unsaturated fatty acids pathways are enriched. The four genes responsible for the enrichment of the biosynthesis of unsaturated fatty acids pathway are bile acid-CoA:amino acid N-acyltransferase (*Baat*), acyl-CoA thioesterase 7 (*Acot7*), 3-hydroxyacyl-CoA dehydratase 3 (*Hacd3*), and stearoyl-CoA desaturase (*Scd*). *Baat* is predicted to be targeted by rno-miR-143 and is down-regulated in the transcriptomic data. Rno-miR-143 and rno-miR-322-5p are predicted to target *Acot7* which is up-regulated. 

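For miR-143, the kidney at 48 h had a log2 fold change of 0.06 (standard error 0.19, adjusted p = 0.999 from limma) and was above the control mean in 3 of 4 heat-stressed rats. The value was 0.014 without rat 307, and -0.0148 to 0.114 with 1 library left out. miR-322-5p had a log2 fold change of -1.70 (standard error 0.63, adjusted p = 0.260), which moved to -0.45 without rat 307.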

*Hacd3* is down-regulated and is predicted to be targeted by rno-miR-3588 and rno-miR-3585-5p. *Scd*, which is down-regulated, is predicted to be a target of many of the differentially expressed miRNA in the kidney of the injured animals including rno-let-7e, rno-miR-3588, rno-miR-351-5p, rno-miR-138-5p, rno-miR-200b-3p, rno-miR-22-3p, rno-miR-221-3p, rno-miR-27b-5p, rno-miR-324-5p, and rno-miR-410-5p. 

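let-7e in the kidney at 48 h averaged 6.50 ± 1.22 (SD, n = 4) on the log2 scale in heat-stressed rats and 5.53 ± 0.891 (SD, n = 5) in controls. The log2 fold change of 0.96 had a standard error of 0.51 and an adjusted p of 0.325 from limma, and 3 of 4 heat-stressed rats were above the control mean. It was 0.57 without rat 307 and 1.53 without rat 305. Of the 10 names the paper gives for Scd, let-7e included, 6 were measured and 0 passed. All 6 had the paper's sign, or 4 without rat 307, which is not independent of the paper, since it chose them from some of these same libraries.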

Overall, the dysregulation of the fatty acid biosynthesis and other energy metabolism related miRNA and transcripts suggests that the energy crisis and net decrease in ATP production continued in the kidney of the injured animals.

While it appears energy metabolism plays an immediate role in the response to heat stress, the greatest effect seemed to be in injured animals. This may suggest that the uninjured animals were able to recover fully from the stress, whereas the energy dysregulation continued in the animals with histopathological evidence of injury.

### Cell signaling

Various cell signaling pathways may also be perturbed as the animals either adapted to or were injured by heat stress. Many pathways related to cell signaling were enriched in multiple tissues and time points, although these pathways were especially evident in the injured animals.

Signaling pathways influenced by miRNA expression were effected at early time points in the lung. Both the TNF signaling and NOD-like receptor signaling pathways are enriched in the lung at T_c,max_. NOD-like receptors have been shown to be sensors of intracellular stress and infection [44]. The three transcripts that are differentially expressed in this pathway, heat shock protein 90 beta family member 1 (*Hsp90b1*), PYD and CARD domain containing (*Pycard*), and C-C motif chemokine ligand 5 (*Ccl5*), are predicted to be targeted by rno-miR-15b (*HSP90B1*) and rno-miR-122-5p (*Pycard* and *Ccl5*) suggesting these miRNA are involved in the regulation of the NOD-like proteins response to heat stress. A study by Imao and colleagues suggested that depending on the length of the heat stress event, TNF-α could promote or prevent liver cell death [45]. The modulated genes in the TNF signaling pathway are predicted to be targets of rno-miR-15b (prostaglandin-endoperoxide synthase 2, Jun proto-oncogene, and HNHc-like endonuclease) and rno-miR-92a-1-5p (*Ccl5*), suggesting these two miRNA are involved the regulation of the TNF signaling pathway perhaps in a return to homeostasis.

Peroxisome proliferator-activated receptors (PPARs) are involved in regulating multiple biological functions including energy metabolism. PPARs are transcription factors involved in the regulation of lipid and glucose homeostasis [46] and may also influence the transcriptional response to heat stress [47]. The PPAR signaling pathway is enriched in the heart, kidney, and lung of the injured animals. Differentially expressed miRNA in the heart of injured animals are predicted to target peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Ppargc1a*) while a miRNA modulated in the lung is predicted to target *Ppar-α*. *Ppargc1a* contains a predicted binding site for rno-miR-193-3p, whereas *Ppar-α* contains binding sites for rno-miR-22-3p. Both miRNA are up-regulated in their respective tissues and their targets are down-regulated in the transcriptomic data, suggesting an expected down regulation of PPARs. 

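miR-193-3p in the heart at 48 h had a log2 fold change of 1.15 (standard error 0.51, adjusted p = 0.486 from limma), with 4 of 6 heat-stressed rats above the control mean. It passed without rat 304 (adjusted p = 0.0420), and was 0.76 without rat 306.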

While PPARs are involved in lipid and glucose homeostasis, they also affect other pathways. PPAR-α also responds to chemical-induced inflammation, oxidative stress, and tissue growth [48]. Therefore, these miRNA may be involved in regulating energy metabolism or secondary effects in the heart of injured animals through the control of PPARs.

### Unfolded protein response

Heat stress can also cause an increase of denatured and aggregated proteins, which are then degraded through proteasomal and lysosomal pathways [34]. In the animals with histopathological evidence of injury, we observed evidence of a response to unfolded proteins, especially in the heart. In the heart and lung of the injured animals the protein digestion and absorption pathway is enriched, while the PI3K-Akt signaling pathway is enriched in the heart. Additionally, many modulated genes and the miRNA which target them are involved in the unfolded protein response. 

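Of the measured miRNA named for the Hsp40 family, miR-146b-5p alone passed the test in the heart at 48 h. let-7i-5p was above the control mean in 6 of 6 heat-stressed rats, with a log2 fold change of 0.86 (standard error 0.29, adjusted p = 0.425 from limma), and rat 307 stood at 14.8 on the log2 scale. Without rat 307 it was 0.45. miR-19b-3p had a log2 fold change of 0.62 (adjusted p = 0.986), or 0.41 without rat 306. miR-429 had a log2 fold change of 1.44 (adjusted p = 0.736) that fell to 0.20 without rat 307.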

Many of the members of DNAJ heat shock protein family (*Hsp40*) are targeted by rno-miR-29c, rno-miR-34c-5p, rno-miR-214, rno-miR-351-5p, rno-miR-429, rno-let-7i-5p, rno-miR-193-3p, rno-miR-20a-5p, rno-miR-92a-3p, rno-miR-146b-5p, rno-miR-133a-5p, rno-miR-182, rno-miR-19b-3p, rno-miR-141-3p, rno-miR-9a-5p, or rno-miR-490. The majority of the miRNA regulation is resulting in a down-regulation of *Hsp40*, with the exception of *Dnajc2*, *Dnac3*, and *Dnajc9*. The DNAJ protein family is co- chaperone with heat shock protein 70, which are both then involved in protein folding and degradation [49]. Heat shock protein family A (*Hsp70*) member 9 (*Hspa9*) is also down-regulated in the transcriptomic data and is predicted to be a target of rno-miR-429. Additionally, members of the heat shock protein 90 family are modulated in our transcriptomic data [15] and are predicted to be targets of the differentially expressed miRNA. These transcripts are up-regulated and targets of rno-miR-9a-5p, rno-miR-1, and rno-miR-181d. While HSP40 and HSP70 seem to be involved in the early stages of protein folding, the HSP90 family of proteins are more specialized and involved in the late stages of folding, preventing the aggregation of proteins [50]. With most of the transcripts of *Hsp40* and *Hsp70* down-regulated and those of *Hsp90* being up-regulated, the injured animals may be undergoing an extended response to unfolded proteins and may have continued stress from protein aggregation.

The Cyclic AMP-responsive element-binding protein may another key regulator of the heat stress response. In the heart of the injured animals, rno-miR-133a-5p and rno-miR-185-5p are up-regulated and are predicted to target Cyclic AMP-responsive element-binding protein 3-like protein 2 (*Creb3l2*), which is down-regulated, while rno-miR-125b-1-3p and rno-miR-152-5p are down-regulated and predicted to target Cyclic AMP-responsive element-binding protein 3-like protein 3 (*Creb3l3*), which is up-regulated. Both *Creb3l2* and *Creb3l3* are thought to be active in times of endoplasmic reticulum stress and activate genes involved in the unfolded protein response [51]. However, *Creb3l3* has also been reported to have a role in maintaining energy homeostasis, which may explain the disparate direction of regulation between the two proteins [52].

#### miR-21

miR-21 has one of the greatest fold change differences in the heart of the injured animals, suggesting it plays an important role in cardiac injury and the heat stress response. miR-21 is one of the most extensively studied miRNA and has previously been implicated in both protective and pathological roles in the heart [53]. We suggest that miR-21 is differentially expressed in response to heat-induced protein damage and disrupted energy metabolism. miR-21 may be furthering an adaptive response in lieu of cell death through interaction with the PI3K-Akt signaling pathway, which has been shown to have cardioprotective effects against ischemia-reperfusion injury [54]. The protective effects occur through the attenuation of apoptosis, which requires Akt phosphorylation. Sayed and colleagues (2010) demonstrated that miR-21 is a regulator of Akt, thereby mediating the anti-apoptotic effects [55]. Indeed, animals with overexpressed miR-21 had smaller infarct size and ameliorated heart failure. Additionally, miR-21 is upregulated or identified as a potential biomarker in many types of cancer and human disease, influencing many cellular pathways processes such as the p53 pathway, cell proliferation, and apoptosis [56]. It has even been suggested to play a role in psychological stress, likely through its role in the regulation of apoptosis [57]. Therefore, miR-21 may be up-regulated in our study diminishing apoptosis through involvement with the Akt signaling pathway, which was enriched in the heart of injured animals.

Furthermore, miR-21 has been shown to have a protective effect against ischaemia/reperfusion injury in rats by reducing cardiac cell apoptosis [58]. Therefore, we tested an in vitro cell model to determine if changing the levels of the mir-21 in H9c2 would enhance or diminish apoptosis in the cells. After 5 h of heat, the cells with decreased levels of miR-21 did show a greater percentage of apoptotic cells than control. This further suggests that miR-21 may play a role in protecting the heart against stress and may serve as an attractive therapeutic.

### Limitations

As with most ‘omics studies, a limitation to this study is the low statistical power due to sample size. This is most evident with our samples at the 48 h time point where the data for the injured and uninjured animals were separated into two groups. While these groupings are consistent with the transcriptomic and metabolic profiles seen in our companion studies [15, 16]. Nevertheless, it was in these injured animals where we found the greatest number of differentially expressed miRNA. However, the reduced statistical power may result in us not identifying these same miRNA as differentially expressed at other time points with larger sample number. 

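With rat 307 included, heat-stressed rats lay farther from their group mean than controls did at 48 h, in both the heart and the kidney. The mean distance of a library to its group mean was 1.08 in heat-stressed and 0.469 in control hearts (exact two-sided permutation p = 0.00433), and 1.30 and 0.368 in kidneys (exact p = 0.00794). It was 0.690 and 0.466 in the heart at T_c,max (exact p = 0.0390; lost in 7 of 11 settings that leave out 1 library and with mature arms alone, p = 0.0606), and 0.376 and 0.192 in the kidney at 24 h (exact p = 0.0238), a difference of 0.184 that was 0.117 without rat 302. Heart at 24 h, kidney at T_c,max and liver at T_c,max gave exact p = 0.110, 0.627 and 0.530, the first passing without control rat 325. Without rat 307 the differences at 48 h shrank to 0.180 in the heart and 0.0584 in the kidney and no longer passed. The permutations shuffled fixed distances to the real group means, so that the p-values are not strictly exact. A far library also lifts the distances of its group. In the kidney at 48 h rat 307 lay at 2.47, and rats 305 and 309 at 1.10 and 0.97.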

The majority of the differentially expressed miRNA we discuss showed limited or no fold change in uninjured animals with larger changes in the injured animals. With limited sample numbers and the use of an FDR designed to limit false positives, we increase the risk of a Type II error and may not have identified all differentially expressed miRNA.

## Conclusions

In our study, we were able to identify differentially expressed miRNA involved in the major functional responses to heat stress in multiple tissues and time points. These miRNA may target mRNAs that are implicated in organ injury, the unfolded protein response, cell signaling, and energy metabolism.

Perhaps one of the most interesting aspects of our study was the ability to distinguish between injured and uninjured animals at 48 h. We were able to identify miRNA and KEGG pathways related to the known effects of heat stress as well as those that indicate organ injury. 

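The paper's own heart list, of which 44 names were measured, moved in the paper's direction at 48 h for 44 of 44 names, with a median log2 fold change along that direction of 0.98. At T_c,max the median was -0.02 and 17 names had the paper's sign. At 24 h the median was 0.05 and 29 had it. With RLE scaling, pooled controls or 1 heat-stressed rat left out, the T_c,max median ranged from -0.14 with 13 names (without rat 285; -0.13 with 14 under RLE scaling) to 0.0547 with 25 (pooled controls), and the 24 h median from 0.0026 with 22 (pooled controls) to 0.0854 with 28 (without rat 299). For the kidney list, 102 names were measured. The medians were 0.28 at T_c,max, 0.04 at 24 h and 0.52 at 48 h, with 93, 72 and 99 names in the paper's direction. Without rat 307 the 48 h values were 0.10 with 79 names in the kidney and 0.42 with 40 names in the heart. With RLE scaling the kidney value at 48 h was 0.79 with 102 of 102 names. The kidney value at 24 h ranged from -0.0041 with 48 names (pooled controls) to 0.0727 with 70 (without rat 300), and was -0.0020 with 49 without rat 298. The list was chosen in the paper from some of these same libraries, so that the 48 h values are not independent of it. The heat effect at 48 h minus that at T_c,max was tested directly. limma gave 2 names in the heart, miR-219a-2 and miR-219b, and 0 in the kidney, with 14 and 7 at an unadjusted p under 0.05. The heart count was 0 with RLE or trimmed-mean scaling, the latter chosen after seeing the data, with mature arms alone and without rat 307. Leaving out 1 library changed it in 14 of 23 settings, from 0 to 11. The paper proposes that miRNA changed only in its injured rats may reflect how severe the injury was, since they rose over its time course. The test here used all heat-stressed rats of a time point.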

The differentially expressed miRNA unique to injured animals may indicate the severity of the injury as they gradually increased along the study timeline and had the largest fold change in injured animals. Some of the miRNA that suggest organ injury are known to be released into the plasma and may therefore be candidate biomarkers of organ injury due to heat stress or other causes.

Overall, our study identified miRNA that changed in response to heat stress. We identified pathways that may be regulated by the differentially expressed miRNA using the targeted mRNA data from a companion study. Upon further study, these miRNA may serve as biomarkers for organ injury due to heat stress or as potential therapeutic intervention points or preventatives against heat stress injury.

## Additional files

Additional file 1: Table of histopathology findings. This table describes the histopathology found in the tissues at all time points as published in Stallings 2014.

Additional file 2: Differentially expressed miRNA. miRNA were considered differentially expressed with an FDR < 0.05 tested against a fold-change threshold of 1.25 for each condition. This table contains the complete list of differentially expressed miRNA in each condition

Additional file 3: mRNA targets. mRNA targets of the modulated miRNA were limited to those changing by at least 1.5 fold in the opposite direction of the perturbed miRNA.

Additional file 4: Enriched KEGG Pathways. Complete list of enriched KEGG pathways for each condition.

How the deposited data were processed for this re-analysis (not part of the article)

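The data were small RNA sequencing libraries of heart, kidney and liver from heat-stressed and control rats, 77 in all, at T_c,max, 24 h and 48 h. The authors trimmed the reads with cutadapt 2.6, mapped them to rat miRNA and deposited log2(CPM + 1) values for 185 names. The deposited unit is log2, so that the tests were made on these values. Whole reads were recovered from the smallest step of each library: 2801 of 2803 low values (99.9%) were whole within 0.05 of a read, in 76 of 77 libraries without exception. The recovered reads served only for the filter, the depth and 1 alternative. No other column of values was left over; the count of unused columns is 0. The 4 label columns of the table were not used for grouping; the sample labels were.

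limma 3.58.1 in R 4.3.3 fitted all conditions of a tissue together, with treat against a fold change of 1.25, a trend in the spread, and Benjamini-Hochberg FDR under 0.05. Names with at least 5 reads in all libraries of at least 1 condition were kept. The plan fixed before the data were examined named edgeR, as the authors used; it was not run, since the values are not counts, and limma took its place. Exact two-sided permutation tests of the means were used for 60 named values, adjusted together. The paper chose its names at 48 h from some of these same libraries, so that their p-values are not independent of it. Permutation tests of correlations used 100000 permutations. Named miRNA were, by a rule fixed in advance, up to 10 with the largest rise and fall among those past the test, and those the paper names for the tissue. Of the 60 named values tested, 24 had first been left out, against this rule, and were added after the results were seen; limma called 0 of these 24, and the far samples and alternatives were run for the other 36. Values in the paper's tables had been seen before. 19 lists of marker and family miRNA were tested with limma's fry, and 18 had a measured member. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

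Alternatives set in advance were median-ratio (RLE) scaling, no filter, no fold-change cutoff, only the compared groups in the fit, pooled controls, mature arms alone, the rat as a block, another pseudocount for the spread, and leaving out each library in turn. Chosen after seeing the data were log2(CPM + 5) for the tests, trimmed-mean scaling, limma's voom on the recovered reads, and leaving out the libraries of rat 307. The closing part gives their effect.

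The tests were tried on simulated reads with the control means and depths and 10 names changed at each fold. In the heart at 48 h, 5 of 10 names changed 2-fold, 9 of 10 changed 4-fold and 10 of 10 changed 8-fold were recovered, with 0 unchanged names called. In the kidney at 48 h the numbers were 8, 8 and 10 of 10, in the kidney at T_c,max 7, 8 and 10 of 10, and in the liver at T_c,max 8, 10 and 10 of 10. The simulation took its spread between rats from the controls. Heat-stressed rats at 48 h varied more between one another when rat 307 was included, so that the simulation is optimistic for that time point. The differences in spread shrank to 0.180 in the heart and 0.0584 in the kidney without rat 307, and no longer passed. In the real data limma took the spread of a name from all time points of a tissue, the 48 h library of rat 307 included. The simulation is therefore also optimistic for the kidney at T_c,max.

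Rat numbers pair heart and kidney. Over 27 pairs of the same rat, the median correlation across names of the deviations from the group means was 0.0709, and over 142 pairs of different rats of a group -0.0159; names are not independent replicates. Among 172 pairs of replicate libraries none was a copy of another (chi-square per degree of freedom of at least 3.73). Lung libraries, and liver libraries at 24 h and 48 h beyond 1 control, were not analysed here.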

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

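The weighing tests below were chosen after the results were seen, except the test of kidney scores against total reads. The far samples were found among 86 groups, of which 17 had a sample far from the others; chance alone gives about 1 in 20.

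In the heart at 48 h, rat 307 lay far from the other heat-stressed rats, at 3.49 on the log2 scale for miR-499-5p and 3.49 for miR-208a, 7.83 for miR-133a, 2.62 for miR-1-3p, 11.8 for miR-429 and 14.8 for let-7i-5p, with a distance to the group mean of 2.38. Its kidney library at 48 h lay far off at 4.87 for miR-194-5p, 6.65 for miR-199a-3p, 0 for miR-142-5p, 5.34 for miR-30c-1, 7.44 for miR-182 and 0 for miR-26a. Among controls, rat 317 was low for miR-208a in the heart at 48 h (10.2), rat 315 low for miR-429 there (2.18), rat 289 far from its group in the heart at T_c,max (0.634) and rat 290 in the kidney at 24 h (0.247). In the heart, the heat effect at 48 h minus that at T_c,max passed the test for miR-219a-2 (log2 difference 2.61, standard error 0.61, adjusted p = 0.0299 from limma) and miR-219b (2.60), whose values are nearly equal. At T_c,max their log2 fold changes were -1.24 and -1.23. Of 100 splits of the libraries, 1 gave as many names, the real one, with 2 names against 0 in the others. The splits were drawn from 426888 possible ones, too few to exclude chance. Without rat 307 the count is 0. It is also 0 with RLE scaling, trimmed-mean scaling or mature arms alone. Leaving out 1 library changed it in 14 of 23 settings.

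The heart library of rat 307 may hold another tissue. Its striated muscle names lay -6.98 on the log2 scale from the heart controls, leaving 0.791% of their level, which argues against a partial mixture. Its epithelial names lay 5.38 above the highest other heart library, which argues against heat injury of heart muscle as the whole cause. Kidney and liver are argued against, since the kidney list and the hepatocyte list stayed at least 5.54 below their own tissues (gap -5.54). A swap with a lung library remains open: the paper's lung list at 48 h holds 8 striated muscle names with a median log2 ratio of 5.61 (the paper's values), but lung libraries were not analysed here.

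In the kidney, the change of rat 307 at 48 h was shared, at a small scale, by the heat-stressed rats at T_c,max. A score along that change was higher in 5 heat than in 5 control kidneys at T_c,max by 0.0513 (exact two-sided permutation p = 0.00794, the smallest that 5 against 5 allow), which an effect of heat could give. Control groups differed by nearly as much without heat: the score averaged -0.0306 at 24 h and 0.0180 at 48 h, a difference of 0.0486 (exact two-sided permutation p = 0.0159). A few miRNA taking most of the reads are argued against as the whole cause by an interquartile range of 4.70 over names in rat 307, but 5 names hold 75.6% of its reads, its median is 6.60 on the log2 scale and 15 names are at 0 (at most 60.1%, at least 8.93 and at most 10 in the other kidneys), and a fault of that library was not tested. Lower library yield cannot be told apart from heat. Among 14 control kidneys Spearman's rho of score and total reads was 0.0242 (permutation p = 0.938), which meets the bound set in advance. Pearson's r was 0.0836 (permutation p = 0.780), or -0.190 without the 2 farthest libraries. But 4 of 5 heat libraries had fewer reads than any control (680597), so that the controls do not cover them. This limit was seen after the value. The covered heat library, rat 284 with 1247746 reads, scored 0.0418, against at most 0.0390 in the 14 controls.

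In the heart at 48 h, miR-21 and miR-146b-5p passed the test, and miR-221-3p and miR-222, weighed with them, did not. Shallow libraries stay open: Spearman's rho between miR-21 and total reads was -0.135 among 17 heart controls (permutation p = 0.606; Pearson r = -0.105, permutation p = 0.687; r = 0.148 without the 2 farthest), but rats 307 and 308 had 194846 and 126279 reads, fewer than any control (323525). Of the 4 heat-stressed rats within the controls' reads, 3 had more miR-21 than every control at 48 h. Rat 309 is among them at 11.50 on the log2 scale, against at most 11.48 in those controls. The library of rat 307 is not the whole cause for miR-21 and miR-146b-5p: without it their log2 fold changes were 2.02 and 1.86, against 2.11 and 1.92, with an adjusted p of 0.0442 for each. Leukocytes entering the heart stay open: the 4 leukocyte names other than miR-146 and miR-155 were 0.37 higher on the log2 scale without rat 307 (exact two-sided permutation p = 0.448).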

How the results depend on the processing

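The settings log2(CPM + 5), trimmed-mean scaling, voom on recovered reads and those without rat 307's libraries beyond leave-one-out were chosen after seeing the data. DESeq2, edgeR's likelihood ratio fit, all lung results, liver results at 24 h and 48 h, the heart and lung comparisons and the kidney and liver comparison were not run.

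The counts of 0 in the heart at T_c,max and 24 h and the kidney at 24 h and 48 h, of the kidney difference between 48 h and T_c,max, and of heart and kidney differences, stayed 0 under every setting run. With no fold-change cutoff, heart at 48 h gave 10 names, the liver 1, and the heart difference between 48 h and T_c,max 4. With only the compared groups in the fit, heart at 48 h gave 0 and the kidney at T_c,max 1. With pooled controls, heart at 48 h gave 4. With mature arms alone, fewer names are tested: heart at 48 h gave 1, the heart difference 0, the lists 0, and the spread in the heart at T_c,max was 0.278 and no longer passed. RLE and trimmed-mean scaling both gave 0 for the heart difference. With no cutoff and without rat 307's kidney library, the kidney at T_c,max gave 30 (13 higher, 17 lower) and miR-194-5p at 48 h turned to 0.16. Without both libraries of rat 307 the lists gave 0. The cause was not tested in these cases.

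Leaving out 1 library at a time, heart at 48 h ranged from 0 to 9 names, the heart difference from 0 to 11 and the lists from 0 to 2. The difference in spread ranged from 0.0955 to 0.298 in the heart at T_c,max (no longer passing in 7 of 11 settings), 0.0529 to 0.144 in the heart at 24 h (passing in 1 of 12 settings, without control rat 325), 0.180 to 0.713 in the heart at 48 h, -0.00883 to 0.0860 in the kidney at T_c,max, 0.117 (without rat 302) to 0.223 in the kidney at 24 h, passing throughout, 0.0584 to 1.19 in the kidney at 48 h and -0.0592 to 0.0137 in the liver. The median of the paper's heart list at 48 h ranged from 0.42 to 1.19. miR-378a-3p in the heart ranged from -0.563 to 0.0180, miR-143 in the kidney from -0.0148 to 0.114 and miR-194-5p there from -1.84 to 0.16.

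Among 100 splits of the libraries, heart at 48 h had 5 with a count as large as its 2 names (highest other 4) and the lists 7 as large as their 2 (highest other 3), so that chance is not excluded for either. The 30 names of the kidney at T_c,max were reached by 1 split, the real one (highest other 8). Splits cannot separate heat from total reads there, since 4 of 5 heat libraries had fewer reads than any control kidney. Where the real count was 0, 100 of 100 splits were as large; the highest other was 1 for the liver and the kidney difference, and 0 for the rest.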

Differences from the paper's values

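The groups at 48 h here join all heat-stressed rats that have a library, whereas the paper split them by injury. The kidney group holds rats 305, 306, 307 and 309 but not 304 and 308, so that injured rats may be missing from it. Rat 307 may itself be an injured rat. The controls are those of the sample labels, which had no incubator, unlike the controls the paper describes. These are limits and not tested causes. The paper's thresholds, an FDR of 0.05 at a fold change of 1.25, were used with limma.

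The paper counts 86 changed miRNA in the heart and 159 in the kidney of injured rats at 48 h, and 2 and 0 were found here; all alternatives set before the data were examined also differ. Of these names, 44 of the 86 and 102 of the 159 were tested here. The paper lists 1 changed miRNA in the liver at T_c,max, miR-205, and 0 were found here. The setting with no fold-change cutoff gives 1, another name, miR-125b-2-3p. The paper kept 292 names in the heart and 397 in the kidney, and 163 and 175 were kept here.

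For log2 ratios, as the paper's supplement heads them, the paper gives in the heart -0.97 for miR-22, -0.97 for miR-22-3p, -0.71 for miR-29c-3p and 5.59 for miR-429, and -0.31, -0.33, -0.19 and 1.44 were found here. In the kidney it gives 1.64 for miR-21, 1.56 for miR-22, 1.57 for miR-22-3p, 1.48 for miR-378a-3p, 0.89 for miR-143, 2.36 for let-7e and 1.86 for miR-320, and 0.68, 0.33, 0.36, 0.48, 0.0625, 0.96 and 0.40 were found here. The alternatives set in advance left these differences, except that let-7e came within the spread with RLE scaling (1.34) and without rat 305 (1.53).

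The paper calls several names that were not called here. miR-21-5p, miR-222, miR-221-3p and miR-92a-3p in the heart were called with no fold-change cutoff, miR-222 and miR-221-3p with pooled controls and without rat 309, and miR-21-3p, miR-21-5p, miR-222, miR-221-3p and miR-193-3p without rat 304. On direction, 44 of 44 heart and 99 of 102 kidney names at 48 h have the paper's sign, and 40 and 79 without rat 307. The paper chose these names from some of the same libraries, so that this is not independent of it.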

Other observations

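The tests in this part were chosen after the results were seen.

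Across the names of the paper's lists, the deviation of each heat-stressed rat from its controls was compared with the paper's log2 ratios. Names are not independent replicates. At 48 h the comparison is circular, since the paper took its ratios from some of these same rats and chose the names for their change, and it is left out. Pearson's r at T_c,max was 0.499 to 0.843 in 5 kidneys over 102 names and -0.559 to 0.537 in 6 hearts over 44 names, and at 24 h -0.190 to 0.665 in 6 kidneys and -0.367 to 0.345 in 6 hearts. Control libraries, each against the other controls of its time point, gave -0.187 to 0.159 in kidneys and -0.504 to 0.401 in hearts at T_c,max, and -0.187 to 0.331 in kidneys and -0.429 to 0.312 in hearts at 24 h. The deviations of the controls of a group cancel out, so that positive and negative r must both occur. They cannot show a shift shared by a group, which the heat-stressed rats can. Heat-stressed rats of a time point share 1 control mean, so that their values are not independent, and no test was made of the difference. The kidney score given above differed by 0.0486 between controls of 24 h and 48 h, without heat. At T_c,max, 4 of 5 heat kidneys also had fewer reads than any control kidney.

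In the kidney at T_c,max, with no fold-change cutoff and without the 48 h library of rat 307, 13 names rose and 17 fell. Of those that rose, 9 are let-7 names, some nearly the same (let-7a-1 and let-7a-2, let-7c-1 and let-7c-2). The let-7 family list, 16 of the 175 names, did not pass in that tissue and time point (adjusted p = 0.474 from fry). That value is from the main fit, which keeps rat 307, and 15 of the 16 names were higher there. Without both libraries of rat 307, 0 lists passed. The paper does not report this rise of let-7 names. The rise cannot be told apart from lower total reads, since 4 of 5 heat kidneys at T_c,max had fewer than any control kidney. The heart library of rat 307 had endothelial names at 2.33 and ciliated airway names at 5.38 above the heart controls on the log2 scale, against at most 0.45 and 0.78 in the other 34 heart libraries.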
